A study of Homo sapiens with 22 samples. Its data were reported in "Translation of zinc finger domains induces ribosome collision and Znf598-dependent mRNA decay in zebrafish" (2024).

How the data were processed

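BRIC-Seq libraries were made from HEK293T cells expressing a control hairpin or a hairpin against ZNF598. Per the labels and the methods of the study, reads were trimmed with fastp, reads of noncoding RNA were removed, the rest were aligned with STAR to hg38 with the GENCODE release 32 annotation, allowing 1 mismatch and 1 locus per read, and the authors counted reads per transcript with featureCounts. The deposited values are raw read counts, 1 file per library, with the transcript identifier and the transcript's length in codons beside each count. Groups and replicate numbers were taken from the sample labels. The study renormalized fold changes to 3 BrU-labelled spike-in RNAs. Spike-in counts were not used here, so no absolute half-life is given. A spike-in factor shifts all transcripts of a library alike, so it would change half-lives and slopes but not the difference in slope between a set and other transcripts. It could change the difference in half-life ratio between them, because a half-life is the negative reciprocal of a slope.

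The identifiers were named with GENCODE release 44 on the same genome build (GRCh38). Of 227264 identifiers, 92.2% matched with their version and 98.4% without it, and the length agreed for all 209601 version-matched transcripts. Identifiers without a match held 2.2% of the counts and stayed in the tests under their own name. C2H2-ZF genes were those with at least 1 protein that matched the PROSITE pattern of the C2H2 finger (822 genes in the files), and RING-ZF genes those matching the RING pattern and not in the C2H2-ZF set (278 genes). ZNF598 was left out of both sets. Each row of the files is a transcript, and all rows were used in the tests, with 1 row per gene (the one with the highest mean count) as an alternative. There were 5.27 tested transcripts per gene. Reads were shared between isoforms and, as described under the other observations, between loci of identical sequence, so paralogous zinc finger genes cannot be fully separated.

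Counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Transcripts with a mean of at least 1 CPM over the 20 libraries of 0-10 h were kept, and libraries were scaled by TMM. A model with 1 mean per group gave the contrasts for the ZNF598 level and for 0 h, and a model with shRNA, chase hours and their product gave the difference in slope, each with the quasi-likelihood test and Benjamini-Hochberg adjustment. The standard error was taken as the log2 change divided by the square root of F. The 24 h libraries, with 1 per shRNA, entered only the half-lives and 1 alternative. Sets were tested with camera (preset correlation 0.01), with an estimated correlation and fry beside it. Half-lives followed the study's rule with DESeq2 1.42.0. Log2 fold changes against 0 h were regressed on hours over 0-4, 0-6, 0-10 and 0-24 h, the window with the highest R² was kept, and the half-life was the negative reciprocal of the slope. Kolmogorov-Smirnov tests were run with scipy 1.17.1, and random lists were drawn within 20 bins of mean expression, or within 10 by 10 bins of expression and mean slope. To count results as large by chance, 40 splits of the libraries were drawn, the real one included, in which the shRNAs were exchanged within chase times.

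The functions were tested on simulated data, with counts drawn for all 79513 transcripts and 200 transcripts changed. The simulated means were straight lines over hours fitted to the real levels, alike in both shRNAs, with the real library sizes. For the decay slope, 88.5% of transcripts changed by 0.15 log2 per hour were recovered, with 5 false calls among 182. For the level at 0 h, 69% of transcripts changed by 1 log2 unit were recovered, with 3 false calls among 141. The simulated dispersion was 0.02 for every transcript, and transcripts were drawn independently. The real libraries need not meet these settings, so the rates test the functions and not the recovery in these libraries. Total counts per library were 52352359 to 96963584 over 0-10 h, and the target transcript rested on 34 to 86 counts per shZNF598 library. Replicate libraries differed by more than sampling noise in every group (chi-square per degree of freedom 3.69 to 28.6), most of all the shControl 0 h libraries, with a Pearson r across genes of 0.9774 against 0.9902 or above in the other groups.

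The genes to name were fixed before the data were examined. They were ZNF598, the genes ZNF768, ZBTB7A and ZNF100 that the study followed up, and for the 0 h level and the slope up to 3 genes per direction with the largest log2 change among those with an adjusted p below 0.05 and the same direction in both replicate numbers. Isoforms of 1 gene were counted once when this rule was applied. Alternatives fixed in advance covered scaling, filters, the replicate block, left-out libraries, chase windows, the test, set definitions and half-life settings. The closing section gives their effect.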

Results

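BRIC-Seq follows the decay of RNA by labelling it with bromouridine (BrU), a uridine analogue that cells build into new transcripts, and then chasing the cells in medium without BrU. HEK293T cells, a human embryonic kidney line, expressed either a control short hairpin RNA (shControl) or a hairpin against ZNF598 (shZNF598), an E3 ubiquitin ligase that acts on collided ribosomes. The cells were labelled with 150 μM BrU for 24 h, and labelled RNA was recovered with an anti-BrdU antibody at the end of labelling (0 h) and at later times of the chase, the last at 24 h. There were 22 libraries in 12 groups, with 2 libraries per shRNA at each of 5 chase times (0, 2, 4, 6 and 10 h) and 1 library per shRNA at 24 h. Each library gave a raw read count for the same 227264 transcripts. Total counts ranged from 52352359 to 96963584 in the 20 libraries of 0-10 h, and were 21220829 for shControl and 40157613 for shZNF598 at 24 h. A read was counted in every isoform that it overlapped, so these totals exceed the number of reads. Levels below are counts-per-million (CPM) values after TMM scaling of the libraries, as mean ± SD with n = 2 unless stated. Because TMM sets the bulk of each library to the same level, a transcript that decays as fast as the bulk shows a slope of 0.

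The targeted gene was examined first. The ZNF598 transcript ENST00000562103.2 (GRCh38, chromosome 16, 1997655 to 2009821, minus strand, protein coding, 3366 nt) had 7.5 ± 1.1 CPM in shControl cells at 0 h and 0.885 ± 0.2 CPM in shZNF598 cells. Its raw counts were 495 and 630 in the shControl 0 h libraries and 47 and 65 in the shZNF598 0 h libraries. At every chase time the level was lower in shZNF598 cells. Averaged over the 5 chase times of 0-10 h, the log2 change was -3.05 (SE 0.09, edgeR quasi-likelihood test, adjusted p = 1.17e-18), and at 0 h alone it was -3.08 (SE 0.19, adjusted p = 2.58e-10). Each of the 20 fits that left out 1 library gave a change from -3.11 to -3, and with only 1 library per group, the alternative that moved it most, it was -3.22 or -2.9. The difference was smaller late in the chase, but its slope over 0-10 h (0.099 log2 per hour, SE 0.039) was not past the threshold (edgeR, adjusted p = 0.741). The level in shZNF598 cells was 13.93-fold lower than in shControl cells at 4 h, 4.92-fold lower at 10 h and 2.03-fold lower at 24 h, where the raw counts were 86 in the shControl and 84 in the shZNF598 library.

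**Figure D1:**
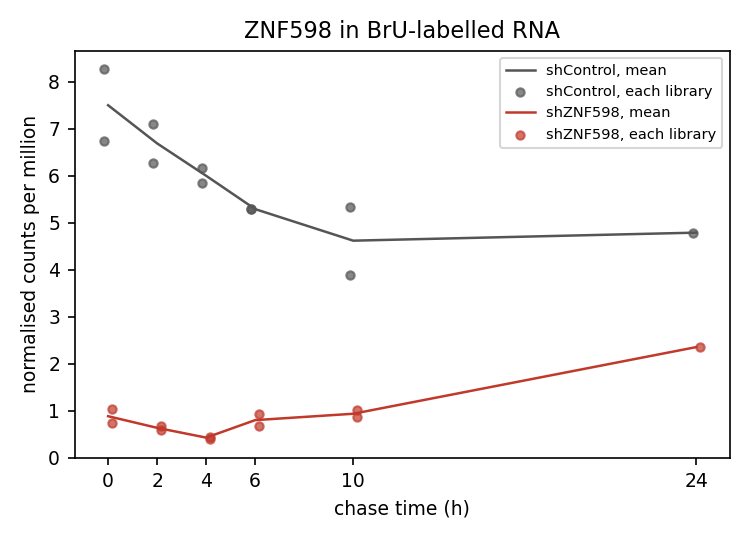
Normalised CPM of the ZNF598 transcript ENST00000562103.2 against chase time in hours, for shControl (grey) and shZNF598 (red). Points are single libraries and lines join the group means; shControl means fell from 7.5 CPM at 0 h to 4.62 CPM at 10 h, while shZNF598 means stayed between 0.43 and 0.937 CPM over the same hours and reached 2.35 CPM in the single library at 24 h.

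The level of labelled RNA at the end of labelling was compared next, before any chase. Of 79513 transcripts of 15093 genes with a mean of at least 1 CPM, 324 (0.407%) differed between shZNF598 and shControl at 0 h at an adjusted p below 0.05 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, all 20 libraries sharing 1 estimate of the spread), and 8069 had an unadjusted p below 0.05. The 324 were 58 higher and 266 lower transcripts, which belonged to 25 and 82 genes. A fit of the 4 libraries of 0 h alone, the alternative with the lowest count, called 14 transcripts, 0 of them higher, and DESeq2's Wald test called 550. Transcripts of the same gene share reads, and with 1 row per gene 90 of 15093 genes differed, 18 higher and 72 lower. Identifiers without a match counted as genes of their own. The lower genes thus include both ZNF598 and ENST00000563630.6, an unmatched identifier with the levels of ZNF598. Of the C2H2-ZF transcripts, 3 were lower when adjusted over all transcripts tested and 3 differed when adjusted over the list alone. Of the RING-ZF transcripts, 4 were lower when adjusted over all transcripts and 0 differed when adjusted over the list alone.

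The largest increases at 0 h among genes whose direction was the same in both replicate numbers were in the HSP70 genes of chromosome 6. HSPA1L (ENST00000375654.5, 31809619 to 31815283) rose by 1.21 on the log2 scale (SE 0.21, adjusted p = 0.00512) to 6.1 ± 0.43 CPM. HSPA1B (ENST00000375650.5, 31827738 to 31830254) had 129 ± 22 CPM in shControl and 258 ± 20 CPM in shZNF598 cells, a log2 change of 1.01 (SE 0.15, adjusted p = 0.00108). HSPA1A (ENST00000375651.7, 31815543 to 31817942) had 105 ± 18 and 209 ± 17 CPM, a log2 change of 1 (SE 0.16, adjusted p = 0.00168). HSPA1A and HSPA1B are near-identical copies, so their separate values are uncertain and not independent. HSPA1L rose with them from a far lower level (2.64 CPM in shControl cells at 0 h). Whether its change comes from reads shared with them was not tested, so it may not be a separate observation. None of the 3 had an adjusted p below 0.05 in the fit of the 0 h libraries alone. The largest decreases were in ZNF598 and in ENST00000563630.6, an identifier with no match in the annotation used here, whose levels of 7.49 ± 1.1 and 0.885 ± 0.2 CPM were those of ZNF598 within the spread. The ZNF598 transcript with the largest change was ENST00000567625.1, at -3.16 (SE 0.26, adjusted p = 6.42e-08). GREB1 (ENST00000396123.2, chromosome 2, 11612259 to 11642788) followed, with 1.48 ± 0.028 CPM in shControl and 0.545 ± 0.1 CPM in shZNF598 cells, a log2 change of -1.43 (SE 0.27, adjusted p = 0.0111). Its adjusted p was also above 0.05 with the 0 h libraries alone. The transcripts of the 3 C2H2-ZF genes that the study followed up did not differ at 0 h. The log2 changes were -0.02 (SE 0.14) for ZNF768, -0.34 (SE 0.21) for ZBTB7A and -0.37 (SE 0.16) for ZNF100, with adjusted p of 0.978, 0.613 and 0.435 in edgeR's test.

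The study asked whether knockdown of ZNF598 changes mRNA decay, which a difference between the shRNAs in the slope of log2 counts over chase hours addresses. Over 0-10 h, 92 of 79513 transcripts (0.116%) had a different slope at an adjusted p below 0.05 (edgeR quasi-likelihood test of the interaction term). Of these, 2 transcripts of 1 gene declined more slowly and 90 transcripts of 20 genes declined faster in shZNF598 cells relative to the bulk. The count changed with the chase window and with the test. It was 519 (14 slower) with DESeq2's Wald test and 586 (44 slower) with a linear trend of the group means, an alternative chosen after seeing the data. It was 22 over 0-6 h, and it was 0 over 0-4 h (1177 at an unadjusted p below 0.05) and 0 over 0-24 h (3191), against 4397 at an unadjusted p below 0.05 over 0-10 h. Single libraries of the 0, 2 and 10 h groups also moved it. The count was 29 without shControl replicate 2 of 10 h, 39 and 54 without shZNF598 replicates 2 and 1 of 10 h, 52 and 54 without shZNF598 replicates 1 and 2 of 0 h, and 58 without shControl replicate 2 of 2 h. With 1 row per gene it was 10 of 15093 genes, all faster in shZNF598 cells.

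The largest slope differences were in RPN1, AK3 and LIPA. For RPN1 (ENST00000490166.1, chromosome 3, 128625974 to 128627266, a processed transcript without a defined coding sequence), the slope was 0.195 log2 per hour in shControl and -0.064 in shZNF598 cells, a difference of -0.259 (SE 0.028, adjusted p = 2.54e-05). Its level rose relative to the bulk from 11 ± 1.1 to 37.6 ± 4 CPM between 0 and 10 h in shControl cells and fell from 5.32 ± 0.29 to 2.93 ± 0.097 CPM in shZNF598 cells, and 8 isoforms of the gene were called. AK3 (ENST00000381809.8, chromosome 9, 4709556 to 4741202) had a difference of -0.232 (SE 0.035, adjusted p = 0.00339), and at 10 h its level was 12.4 ± 2.7 CPM in shControl and 1.34 ± 0.17 CPM in shZNF598 cells. LIPA (ENST00000371837.5, chromosome 10, 89213569 to 89414557) had a difference of -0.229 (SE 0.016, adjusted p = 2.36e-08), and its levels at 10 h were 77.2 ± 7.5 and 11 ± 1.5 CPM. These 3 transcripts were also lower at 0 h, with log2 changes of -1.04, -1.05 and -0.52. The adjusted p of all 3 stayed below 0.05 in each of the 20 fits that left out 1 library. It rose above 0.05 without replicate 1 or 2 of every group for RPN1 (0.475 and 0.109) and AK3 (0.147 and 1 in edgeR's test). It was also above 0.05 for RPN1, AK3 and LIPA over 0-4 h (0.695, 0.141 and 0.828) and over 0-24 h (1, 1 and 0.951), where the slope difference of AK3 was -0.03. Among the 92 calls, the only gene with a slower decline was LIMK1 (ENST00000538333.3, chromosome 7, 74093079 to 74121458). Its slope was -0.134 in shControl and -0.034 in shZNF598 cells, a difference of 0.1 (SE 0.018, adjusted p = 0.0232 in edgeR's test). Its adjusted p was above 0.05 in 6 of those 20 fits. They were the fits without shControl replicate 2 of 0 h (0.0503), shZNF598 replicate 1 of 0 h (0.0579), shControl replicates 1 and 2 of 10 h (0.056 and 0.153) and shZNF598 replicates 1 and 2 of 10 h (0.0896 and 0.0877). LIMK1 also lost its call without replicate 1 or 2 of every group (0.995 and 1 in edgeR's test), over 0-4, 0-6 and 0-24 h (1, 1 and 0.809), without the 0 h libraries (0.278) and with no filter (0.345). No slope difference between the shRNAs was called for ZNF768 (0.027, SE 0.05), ZBTB7A (0.094, SE 0.069) or ZNF100 (0.008, SE 0.053). Each had an adjusted p of 1 in edgeR's test, and standard errors of this size leave a difference open. With 1 library left out the slope difference went as low as -0.025 for ZNF768, without shZNF598 replicate 2 of 10 h. For ZNF100 it went as low as -0.042, without shZNF598 replicate 1 of 10 h. That of ZBTB7A ranged from 0.03 without shControl replicate 1 of 0 h to 0.136 without shControl replicate 2 of 10 h.

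**Figure D2:**
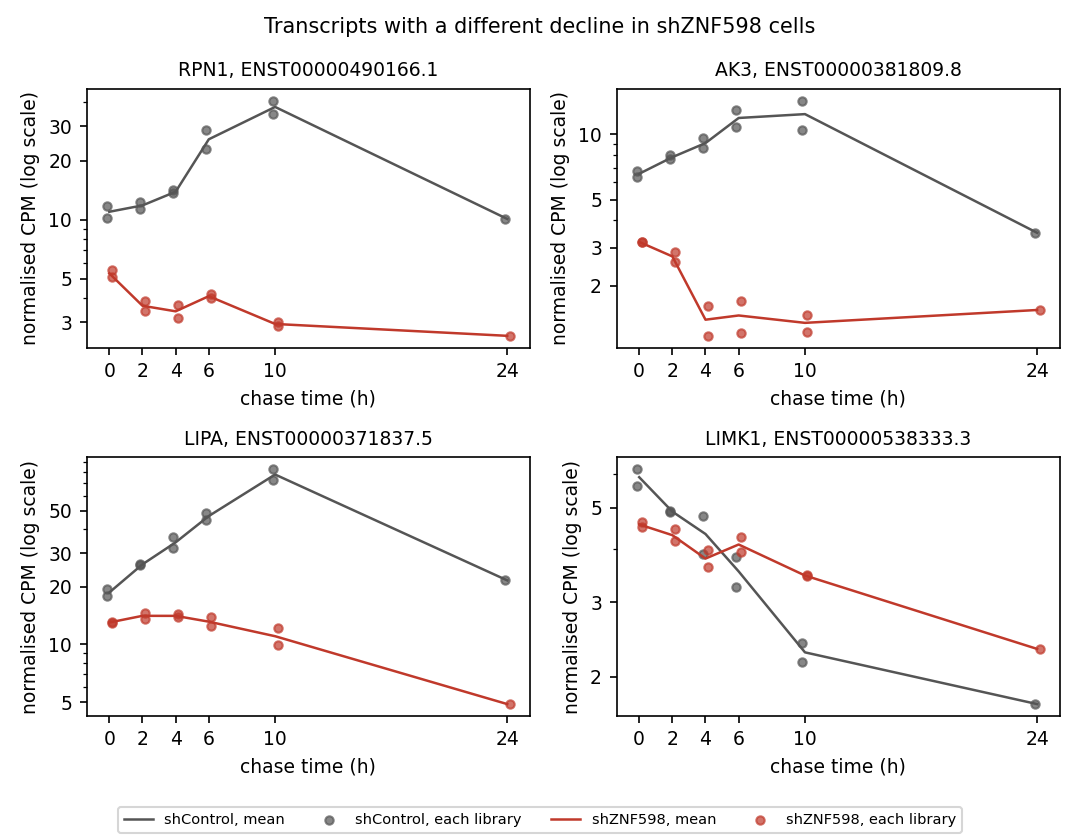
Normalised CPM (log scale) against chase time in hours for the transcripts of RPN1, AK3, LIPA and LIMK1, in shControl (grey) and shZNF598 (red). Points are single libraries and lines join group means; at 10 h LIPA had 77.2 CPM in shControl and 11 CPM in shZNF598 cells, whereas LIMK1 had 2.28 and 3.46 CPM.

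The study's question was about transcripts that encode C2H2 zinc fingers (C2H2-ZF), with transcripts that encode RING zinc fingers (RING-ZF) for comparison. The C2H2-ZF set here took every transcript of a gene with at least 1 protein matching the pattern, so tandem fingers were not required. The 2270 C2H2-ZF transcripts tested came from 540 genes, and the 1140 RING-ZF transcripts from 191 genes. The C2H2-ZF transcripts were lost faster than the bulk in both cell populations, with a median slope of -0.114 log2 per hour in shControl and -0.106 in shZNF598 cells. The RING-ZF medians were -0.076 and -0.059. The median slope difference was 0.0082 log2 per hour for C2H2-ZF and 0.0006 for all other transcripts, a difference of 0.0076 (limma's camera with a preset correlation of 0.01, n = 20 libraries, p = 0.0281, and 0.0281 after Benjamini-Hochberg adjustment over the 2 sets), and 62.4% of the C2H2-ZF transcripts had a positive slope difference. The RING-ZF set moved in the same direction, with a median of 0.0061 against 0.0007, a difference of 0.0054 (camera, n = 20 libraries, p = 0.022, adjusted p = 0.0281), and 60% of its transcripts had a positive slope difference. Neither call held for n = 20 libraries with an estimated correlation (p = 0.723 for C2H2-ZF and 0.299 for RING-ZF) or with fry (p = 0.846 and 0.644). The C2H2-ZF difference changed sign to -0.0096 and -0.0104 without either shZNF598 library of 10 h, and to -0.006 without shControl replicate 1 of 0 h. It kept its direction but not its call without shControl replicate 2 of 0 h (0.0022), shControl replicates 1 and 2 of 2 h (0.0071 and 0.0053) or shControl replicates 1 and 2 of 6 h (0.0042 and 0.0024). The RING-ZF call was lost without shZNF598 replicates 1 and 2 of 10 h (0.0008 and 0.001), shControl replicate 1 of 0 h (0.0058), shControl replicates 1 and 2 of 2 h (0.004 and 0.0036) or shControl replicate 1 of 6 h (0.0041). Of single transcripts, 0 in either set had a different slope adjusted over all transcripts, and 0 when adjusted over the list alone, while 79 C2H2-ZF and 54 RING-ZF transcripts had an unadjusted p below 0.05. At 0 h the C2H2-ZF set did not differ, with a median log2 change of 0.0416 against 0.0202 (camera, n = 20 libraries, p = 0.53).

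The medians were also compared with those of 10000 random lists of the same size. With lists matched on mean expression, the C2H2-ZF median of 0.0082 lay above the central 95% of list medians (0.001 to 0.0039) and the RING-ZF median of 0.0061 lay at percentile 99.99. Matched also on the mean decay slope over both shRNAs, they lay at percentiles 98.38 and 98.72. With 1 row per gene, isoforms do not repeat the same reads. The percentiles were then 99.99 for 540 C2H2-ZF genes and 99.79 for 191 RING-ZF genes when matched on expression alone. The doubly matched percentiles were 65.17 and 94.32, so the drop at gene level came with the match on slope.

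Half-lives were estimated per transcript with the study's window rule but without the spike-in factor, which was not used here. They are thus apparent half-lives relative to the rest of the library. Transcripts that did not decline relative to that rest get no value above 0 h, so the reliable set leaves them out. A transcript had a reliable value if R² was above 0.9 and the half-life was between 0 and 24 h in both shRNAs, which 20531 transcripts of 6554 genes met. Their median apparent half-life was 4.11 h in shControl (interquartile range 2.68 to 6.56 h) and 4.25 h in shZNF598 cells (2.74 to 6.91 h). The best window ended at 4 h for 9717 of these transcripts in shControl and for 10517 in shZNF598 cells. A fixed window of 0-10 h, the alternative with the lowest count, left 3486 transcripts.

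For the 2242 C2H2-ZF transcripts with reliable values, from 564 genes, the median apparent half-life was 3.01 h in shControl and 3.06 h in shZNF598 cells. The median log2 ratio of shZNF598 to shControl was 0.0483, against 0.0323 for the 18289 other transcripts, and 56.1% and 53.3% of the transcripts had a longer half-life in shZNF598 cells. A two-sided Kolmogorov-Smirnov test across transcripts gave D = 0.0614 (n = 2242 and n = 18289, p = 5.48e-07). That test compares whole distributions, and the C2H2-ZF ratios were less spread, with an SD of 0.497 against 0.639 for all transcripts and quartiles of -0.2066 and 0.2547. The difference of the medians was 0.016, a value that the spike-in factor could change. Its sign was reversed with the set chosen by gene symbol (-0.0236), with at least 5 C2H2-ZF motifs (-0.011) and with the replicate 2 libraries alone (-0.0442), while the Kolmogorov-Smirnov p stayed below 0.05. For the 526 RING-ZF transcripts, from 118 genes, the median log2 ratio was 0.0336 against 0.0347, a difference of -0.001, and the SD was 0.466 (Kolmogorov-Smirnov D = 0.0668, n = 526 and n = 20005, p = 0.0195). The medians of C2H2-ZF and RING-ZF transcripts differed by 0.0147, which a two-sided permutation test with 100000 resamples did not separate from 0 (p = 0.437). Transcripts are not independent replicates, so these p-values do not carry over to other libraries. With 1 row per gene the median ratio was 0.0487 for 473 C2H2-ZF genes and 0.0742 for 88 RING-ZF genes, against 0.0361 for the other genes in both comparisons. Among transcripts with at least 1 CPM, the median of 1243 C2H2-ZF transcripts (0.0594) lay at percentile 99.74 of 10000 lists matched on expression and that of 349 RING-ZF transcripts (0.0258) at percentile 33.47. With 1 row per gene, 373 C2H2-ZF genes lay at percentile 85.36 and 81 RING-ZF genes (median 0.0685) at percentile 81.12.

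**Figure D3:**
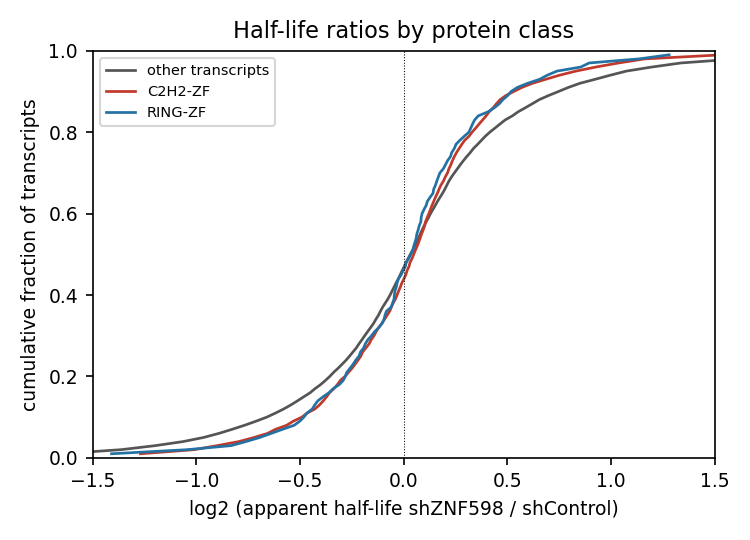
Cumulative fraction of transcripts against the log2 ratio of apparent half-life in shZNF598 over shControl cells, for C2H2-ZF (red), RING-ZF (blue) and other transcripts (grey) with reliable values in both. The curves of the 2 sets (medians 0.0483 for C2H2-ZF and 0.0336 for RING-ZF transcripts) are steeper than that of the other transcripts (median 0.0323).

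The 3 genes of the study's follow-up had reliable apparent half-lives. ZNF768 (ENST00000380412.7, chromosome 16, 30524004 to 30526566) had 3.25 h in shControl and 4.39 h in shZNF598 cells. ZBTB7A (ENST00000322357.9, chromosome 19, 4043303 to 4066899) had 2.13 and 3.26 h. ZNF100 (ENST00000358296.11, chromosome 19, 21722771 to 21767579) had 2.94 and 3.7 h. Each came from 1 fit to the group means, so these values carry no replicate error, and its window need not be 0-10 h. No slope difference was called for these genes over 0-10 h, as given above. Over 0-4 h the slope differences were 0.082 (SE 0.047) for ZNF768, 0.179 (SE 0.09) for ZBTB7A and 0.069 (SE 0.076) for ZNF100. These went in the direction of the longer half-lives, but none was past the threshold in edgeR's test.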

Values the study reported

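The study reported 3,070 transcripts with reliable half-lives in these HEK293T cells, of which 169 encoded C2H2-ZF and 65 encoded RING-ZF proteins.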

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

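The search for a 7-mer, the matched lists in the genes held out from choosing it, the splits applied to the slopes of genes that carry it, the balance of the splits over chase time, the counts with 1 row per gene and the use of ZNF598's slope over 0-4 h to look for a floor (but not the 0-4 h window) are tests chosen after the result was seen.

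Decay differed between the shRNAs for 92 transcripts by the interaction term, 90 of them faster in shZNF598 cells. In 40 splits of the 20 libraries that swapped shRNAs within chase times, the real one included, 4 gave as many calls. The 3 other splits were those in which the share of shZNF598 libraries changed most with chase time in one arm against the other, so a steady difference in level between the cell populations would enter their slopes, and the remaining 36 splits gave 0 calls (318 to 6092 transcripts at an unadjusted p below 0.05, against 4397 in the real one). By the plain count of splits, chance is not excluded. Isoforms that share reads do not account for the excess of faster transcripts, since 1 row per gene left 10 faster genes and 0 slower ones. A part of TMM scaling in it cannot be told apart. DESeq2 size factors gave 118 faster and 4 slower, but they moved the slope differences of the named transcripts little and in 1 direction (from -0.259 to -0.261 for RPN1 and from 0.1 to 0.098 for LIMK1), so they hardly test the scaling.

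A candidate explanation for part of the excess is a seed match, in which the first bases of a hairpin's guide strand pair with other mRNAs as a microRNA does. Among 16180 7-mers scanned in the 3' UTRs of 10565 genes, GTCGTTA went most strongly with faster decline in shZNF598 cells (z = -8.26 after regression on 3' UTR length and GC content; the next had -5.76). It led in both parts when the genes were divided, with z = -5.11 in 5283 genes and -6.57 in the other 5282 (permutation test with 100000 resamples in the latter, p = 1e-05, the smallest they can give). Among 6-mers its first 6 bases, GTCGTT, led. The leading 8-mers were unrelated to it, TTTGAGAC (1602 genes, z = -6.89) and GTAGCTGG (1548 genes, z = -6.62). Parts of these, TTGAGAC (2231 genes, z = -5.76) and TAGCTGG (2496 genes, z = -5.73), ranked 2 and 3 among 7-mers. The scan thus also found sequences carried by many more genes than GTCGTTA, and what they mark was not tested. GTCGTTA was carried by 6 of the 18 faster genes with a 3' UTR in the scan (33.3% against 1.25% of all genes). Among them were AK3, LIPA and RTN3, but these genes took part in the scan of all genes. In the 5282 genes held out when the other 5283 alone chose the 7-mer, it was carried by 2 of 9 faster genes. RPN1, the gene with the largest difference, lacks it in the scanned 3' UTR. A match in the 3' UTR thus does not account for all of these genes, and whether RPN1 carries the 7-mer elsewhere is not given here.

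The 132 genes with GTCGTTA in the 3' UTR had a median slope difference of -0.0063 log2 per hour against 0.0039 without it, and 57.6% against 43.3% were negative. The 67 of them among the 5282 genes held out had a median of -0.0108 against 0.004. Of 10000 lists of those 5282 genes matched on expression, mean slope and GC content, 0 had a median as low, which argues against AT-rich or short-lived 3' UTRs as the reason. Whether the slope shift goes beyond chance between libraries is open. Of the 40 splits, 19 gave a median difference as large, but the genes' steady difference in level enters the slope in splits that are not balanced over time. Of the 6 other balanced splits, 1 gave a difference as large, too few splits to decide. The same genes were lower before the chase, with a median log2 difference of -0.115 at 0 h against 0.018, and at 0 h GTCGTTA again ranked first of the 16180 7-mers (z = -10.3). Averaged over the chase, 1 of 40 splits, the real one, gave a difference as large as theirs (-0.1808, against -0.0768 to 0.1012 in the others). The values are consistent with a hairpin that lowers these mRNAs throughout, and the hairpin's sequence was not used here. GTCGTTA also occurs once in ZNF598 mRNA, at nucleotides 1968 to 1974 of ENST00000562103.2 (GRCh38, chromosome 16, 1999649 to 1999655, minus strand, exon 11 of 14, coding sequence), but 15.5% of the scanned 7-mers occur somewhere in it. Whether the hairpin targets that place cannot be told apart from a chance match, since the flanking bases point in different directions. Sites preceded by C, as in ZNF598, had the highest median slope difference of the 4 bases (0.0105, 11 genes) but the lowest median at 0 h (-0.407), while sites followed by A, as in ZNF598, had the lowest median slope difference of the 4 (-0.0155, 47 genes). A response to the loss of ZNF598 itself remains open for these genes and was not tested, since only 1 knockdown condition is in the design.

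The C2H2-ZF set declined more slowly in shZNF598 cells by 0.0076 log2 per hour and the RING-ZF set by 0.0054. Of the 40 splits, 13 gave a C2H2-ZF difference as large and 10 a RING-ZF difference as large, and of the 6 other splits balanced over time 3 and 1 did. GC content and length were tested with 1 row per gene. They do not explain the difference of the 540 C2H2-ZF genes, which went from 0.0077 to 0.0065 after regression on both (84.9% kept, percentile 99.95 among random lists). That of the 191 RING-ZF genes went from 0.0078 to 0.0044 (55.7% kept), at percentile 94.83, and the explanations cannot be told apart there because the corrected median lies inside the range of random lists. Matching on the mean decay slope placed the C2H2-ZF genes at percentile 65.17, which is consistent with a slower relative decline of short-lived mRNAs in general in shZNF598 cells. The same match over transcripts, whose isoforms repeat reads, gave percentile 98.38. For half-lives the splits used a simpler fit to normalised counts, in which the real libraries gave 19755 reliable transcripts and differences of medians of 0.0233 for C2H2-ZF, 0.0025 for RING-ZF and 0.0171 between the sets, in place of 0.016, -0.001 and 0.0147. In that fit 27 of 40 splits gave a C2H2-ZF difference as large, 35 a RING-ZF difference and 31 a difference between the sets. An effect of ZNF598 on C2H2-ZF mRNAs smaller than this spread between libraries stays open.

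The slope difference of ZNF598 itself over 0-10 h was 0.099 log2 per hour (SE 0.039, unadjusted p = 0.0203 and adjusted p = 0.741 in edgeR's test). It was not past the threshold. Over 0-4 h the difference was -0.175 (SE 0.064, adjusted p = 1 in edgeR's test), which is not past the threshold either. The mean level in shZNF598 cells fell from 0.885 CPM at 0 h to 0.43 CPM at 4 h, then rose relative to the bulk to 0.802 CPM at 6 h and 0.937 CPM at 10 h, and was 2.35 CPM in the single library of 24 h. A floor of RNA that does not decay, which may weigh more where the labelled transcript is rare, would go with the rise after 4 h. It would flatten the decline in shZNF598 cells, so the steeper fall over 0-4 h goes against it. Raw counts of 34 to 86 in the shZNF598 libraries leave both the fall and such a floor uncertain. Incomplete knockdown in part of the cells was not tested.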

How the results depend on the processing

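The counts of transcripts with 1 row per gene, the linear trend of the group means and the contrast averaged over the chase are tests chosen after seeing the data. Where no cause is given below, the cause was not tested.

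The knockdown of ZNF598 kept its direction and its side of the threshold under every alternative with a test, while a mean of at least 5 CPM removed the transcript. Replicate numbers were not taken to pair libraries across groups. Between the shRNAs, residuals of the same number had a correlation of 0.12 at 2 h, 0.37 at 4 h and 0.31 at 6 h, but of 0.01 at 0 h and -0.24 at 10 h, and it was above 0.1 in 17 of all 45 pairs of groups (-0.34 to 0.49). With the replicate block the slope count was 80, the 0 h count 398, the C2H2-ZF slope difference 0.0077, the RING-ZF one 0.0055, the C2H2-ZF level at 0 h 0.0229 and the ZNF598 change -3.05. Spike-in normalization was not run. At 0 h, leaving out a 0 h library or a replicate number left an arm with 1 library, so no value is given there.

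The count of 92 slope differences became 49 at an adjusted p below 0.01, 46 with no filter, 152 with at least 5 CPM, 0 over 0-4 h and 0 over 0-24 h (1177 and 3191 at an unadjusted p below 0.05), 22 over 0-6 h, 55 without the 0 h libraries, 10 with 1 row per gene, 586 with the linear trend of the group means and 519 with DESeq2's Wald test. It was 122 with DESeq2 size factors. It ranged from 29 to 126 across the 20 fits that each left out 1 library, and was 5 or 17 with 1 replicate number left out. Shorter windows and fits with fewer libraries hold less data by construction. The count of 324 differences at 0 h became 121 at an adjusted p below 0.01, 788 with no filter, 212 with at least 5 CPM (fewer transcripts tested), 14 with the 0 h libraries only, 90 with 1 row per gene, 17808 averaged over the chase and 550 with DESeq2's Wald test. Leaving out 1 library of a later chase time gave 237 to 433, with 24 to 97 higher and 213 to 336 lower.

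The C2H2-ZF slope difference lost its call with the set by gene symbol (0.005), an estimated correlation or fry (0.0076 in both), no filter (0.0059), 0-4 h (0.0113) and 0-24 h (0.0016). It kept its call over 0-6 h, where it was larger (0.0162). Leaving out 1 library gave -0.0104 to 0.0313, with 3 values below 0 (-0.006, -0.0096 and -0.0104), and leaving out a replicate number gave 0.0067 and 0.0076, neither past the threshold. In 10 of 10 groups both libraries moved it the same way when left out. The RING-ZF slope difference lost its call with an estimated correlation or fry (0.0054 in both), no filter (0.0053), 0-4 h (0.0016), 0-6 h (0.0055) and 0-24 h (0.0042), and ranged from 0.0008 to 0.0112 with 1 library left out and from 0.0043 to 0.01 with a replicate number left out, again without a call. The C2H2-ZF level at 0 h passed the threshold of camera with the set by gene symbol (0.0538) and averaged over the chase (0.0443, but not with an estimated correlation or fry).

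Reliable half-lives numbered 3486 with a fixed window of 0-10 h, 36135 and 9321 with R² above 0.8 and 0.95, 11884 with at least 1 CPM, and 13080 to 15577 with a replicate number left out. The C2H2-ZF half-life difference reversed to -0.0236 with the set by gene symbol and to -0.011 with at least 5 motifs, and was -0.0442 to 0.0193 with a replicate number left out. The RING-ZF difference lost its call with the fixed window (-0.0408), a line through 0 at 0 h (-0.0081) and the set by gene symbol (-0.0077). It also lost that call with R² above 0.95 (0.02) and without replicate 1 (-0.0106). It reversed with R² above 0.8 (0.0032) or 0.95 (0.02) and with 1 row per gene (0.0381), and was -0.026 to -0.0106 with a replicate number left out. The difference between the sets passed the threshold with the fixed window (0.0805), a line through 0 (0.0341) and at least 1 CPM (0.0336). It reversed with R² above 0.95 (-0.005), the set by gene symbol (-0.013) and 1 row per gene (-0.0256), and was -0.0272 to 0.0424 with a replicate number left out.

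Among named transcripts, the slope difference reversed for ZNF598 over 0-4 h (-0.175) and for ZNF100 over 0-24 h (-0.016) and without the 0 h libraries (-0.017). With 1 library left out it ranged from -0.025 to 0.058 for ZNF768 (-0.014 and 0.063 with replicate 2 or 1 left out) and from -0.042 to 0.068 for ZNF100 (also -0.019 and -0.007). Named transcripts lost their call 17 times under other alternatives and 12 times with libraries left out. RPN1, AK3 and LIMK1 lost theirs with either replicate number left out, and RPN1, AK3, LIPA and LIMK1 over 0-4 h and over 0-24 h. RPN1 and LIMK1 lost it also over 0-6 h, AK3 and LIMK1 without the 0 h libraries, and LIMK1 with no filter and in 6 of the 20 fits that each left out 1 library. Depth limits the ZNF598 values in shZNF598 cells, which rest on 34 to 86 counts per library.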

Other observations

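The comparison averaged over the chase is a test chosen after the data were seen.

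The number of transcripts with reliable half-lives here was 20531. That is higher than the value quoted from the study above. The C2H2-ZF transcripts among them numbered 2242. That is also higher than the quoted value. The RING-ZF transcripts numbered 526. That too is higher than the value quoted above. With 1 row per gene the numbers were 4785, 473 and 88. With a fixed window of 0-10 h they were 3486, 102 and 84, where the C2H2-ZF number was below the quoted value. The cause of the difference from the study was not tested.

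More transcripts were called for a difference between the cell populations averaged over the chase than for a difference in decay. The average does not test whether a difference is steady. It also takes in transcripts whose difference grew, such as RPN1 (log2 change of -2.22 averaged and -1.04 at 0 h). The counts come from contrasts of different form, so they do not rank the size of the effects. Averaged over the 5 chase times, 17808 of 79513 transcripts differed between shZNF598 and shControl at an adjusted p below 0.05 in edgeR's test, 9772 higher and 8036 lower, from 4533 genes. Of 40 splits only the real one, 1 in all, gave as many, and the others gave up to 856. The C2H2-ZF set was higher by a median of 0.0443 log2 (camera, n = 20 libraries, p = 0.00812), but this call did not hold for n = 20 libraries with an estimated correlation (p = 0.419) or with fry (p = 0.0621), and 6 of the 40 splits gave a difference as large. The design does not separate loss of ZNF598 from other differences between the 2 hairpin-expressing populations.

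The 24 h libraries resembled the 0 h libraries more than the 10 h libraries did. Across 15093 genes, which are not independent replicates, the Pearson r with the first 0 h library was 0.827 at 24 h and 0.803 and 0.796 at 10 h in shControl, and 0.851 against 0.83 and 0.829 in shZNF598. Genes in the fastest-declining decile over 0-10 h in the replicate 2 libraries then changed from 10 to 24 h in the replicate 1 libraries by a median of 0.72 in shControl, and those in the slowest decile by -0.33, a difference of 1.05 log2 (0.88 in shZNF598). Lower depth at 24 h does not account for this, as the difference was 0.84 in shControl and 0.77 in shZNF598 among genes with at least 10 CPM. The reversal may come from RNA without a decaying label, such as unlabelled RNA carried through the pulldown or label that is used again. It would make half-lives fitted over 0-24 h too long, and 1131 transcripts in shControl and 824 in shZNF598 used that window. Some named transcripts rose relative to the bulk by 10 h after an early fall. In shControl cells ZNF768 had 19.1, 7.53 and 11.3 CPM at 0, 4 and 10 h, and HSPA1B had 129, 75.7 and 172 CPM. Others kept falling, such as LIMK1 with 5.9, 4.34 and 2.28 CPM. Whether such RNA also bears on the slopes over 0-10 h and their set tests was not tested. No biological explanation was tested.

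Reads that match several loci appear to have been counted at each. Of 109 pairs of transcripts with identical sequence at separate loci and at least 100 counts, all 109 had counts at both loci and 102 (93.6%) had equal totals. The pseudogene EEF1A1P5 had a highest total of 2143454 counts for a transcript and EEF1A1 had 2542259. This is consistent with counting of reads at each locus they match, although 1 locus per read was the stated setting. No biological explanation was tested. Paralogs of near-identical sequence then share their values.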
